A study of Mus musculus with 4 samples (genomic DNA). Its data were reported in "The Transcription Factor STAT6 Mediates Direct Repression of Inflammatory Enhancers and Limits Activation of Alternatively Polarized Macrophages" (2018).

How the data were processed

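ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing, in which the Tn5 transposase inserts adapters into open DNA) was carried out on wild-type mouse BMDMs, which are bone marrow-derived macrophages, differentiated in the presence of L929 supernatant, a source of macrophage colony-stimulating factor. The 4 libraries fell into 2 groups of 2 according to the labels, namely untreated control cells and cells stimulated with IL-4 at 20 ng/ml for 1 h. Both groups carry the replicate numbers 1 and 2 in the labels.

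The authors aligned the reads to the mm10 genome with BWA at default settings, called peaks with MACS2 in each library on its own, removed blacklisted regions and annotated each peak with HOMER against RefSeq transcripts. Replicates were not pooled. The versions of these tools are not stated, and neither the labels nor the methods say whether reads were shifted for the Tn5 cut or how duplicate and mitochondrial reads were handled. Each deposited list gives the position of a peak, a peak score, a genomic annotation, the distance to the nearest transcription start site (TSS) and the gene of that TSS. No label states the unit of the score. The deposited scores were read as −log10 of the q-value of MACS2, because the lowest score was 1.3 in 3 libraries and 1.32 in the other library, which is close to −log10 of 0.05, and because the commonest values form a ladder with widening steps. The methods of the authors name a cut-off of q of 0.01 or less, which would be a score of at least 2, whereas 133 and 259 peaks of the control libraries and 267 and 603 peaks of the IL-4 libraries scored under 2. The score is called peak height here. It measures the evidence for a peak against the background of its own library, so it grows with sequencing depth and is not a read count. The files hold no reads, counts or coverage, so the depth of the libraries is unknown and DiffBind, the tool the authors used on reads, was not run.

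Peaks on chromosomes 1 to 19, X and Y were analysed, and the mitochondrial peaks were kept apart. Coordinates are those of the files, 1-based on mm10. The reference sequence was GRCm38.p6, the assembly behind mm10. No peak lay beyond a chromosome end, and 78.8% of the 165887 peaks with a transcript of the RefSeq annotation had the same TSS distance within 2 bp, with a median difference of 0 bp. Peaks of all 4 libraries that overlapped by at least 1 bp were merged into regions, and bedtools 2.31.1 gave the same 60710 regions. A region took the highest peak height of each library and the annotation of its highest peak. Regions with a peak in both libraries of one group and in neither library of the other are called IL-4-only and control-only regions. The same count was made for the other 2 ways to split the 4 libraries into pairs.

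Heights of the regions with a peak in all 4 libraries were log2-transformed, quantile-normalised and tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. The simulated data for this fit were drawn from the real mean heights and residual spread, with 200 regions changed. The simulation was written in 2 designs. In the first design, a log2 change of 3 was added to the IL-4 libraries alone. The fit recovered 96.5% of the changed regions, but 47 unchanged regions were called as well (19.6% of all calls), 34 of them among the highest 5% of heights. A second design was written after that result, with a log2 change of 2.5 divided evenly between both groups, so that the range of heights stayed equal. It gave 94.5% recovery and 10 false calls (5% of all calls). Both planted changes were large beside the SD of 0.504 of the real log2 changes over regions, so recovery of smaller changes was not measured. The noise was normal, with a spread that followed the mean height, which is what the fit with a trend assumes. False calls among the highest peaks may come from quantile normalisation when a change lengthens the range of heights in one group. That cause was not isolated. The 2 designs also differed in the size of the change, and no fit without quantile normalisation was compared. Motif matching, region merging and the permutation tests were tested on simulated data too.

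The number of peaks was compared by an exact permutation test over the libraries, which with 2 libraries per group cannot give a p below 0.3333. Overlap between libraries was measured as the Jaccard index of bases with bedtools. Promoter shares and motif shares were compared by Fisher's exact test (scipy 1.17.1), with Wilson 95% confidence intervals for shares, Woolf intervals for odds ratios and Benjamini-Hochberg adjustment over the 3 promoter tests and over the 15 motif tests. Regions are not independent replicates, so those p-values describe regions of these libraries and not a population of animals. The motifs were TTCNNNNGAA (the 4-base spacing bound by STAT6), TTCNNNGAA (the 3-base spacing of other STAT proteins), TGASTCA (AP-1), GAGGAAGT (PU.1) and GGGRNNYYCC (NF-kB), where N is any base, S is C or G, R is A or G and Y is C or T, and both strands of the 200 bp around the centre of each region were searched. Height changes at 3 genes activated and 10 genes repressed by IL-4 according to the study were compared by a permutation test over regions with 100000 resamples.

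The groups, the tests, most alternatives and the rule for the named regions were fixed before the processed files arrived. The rule names the 5 IL-4-only and the 5 control-only regions with the largest height in the weaker of their 2 libraries, up to 5 regions in each direction with the largest limma change among those past the threshold and moved the same way in both replicate pairs, the regions of the activated and repressed genes, and peaks within 1 kb of 3 enhancers that the study names. The alternatives were lists cut to the same size (the 39462 highest peaks of each library), peaks above the pooled median height of 7.37, merging within 500 bp or 50% reciprocal overlap, absence required in one library only, other normalisations, the replicate number as a block, eBayes without a trend, regions with a peak in at least 2 libraries, the whole region searched for motifs, promoters taken as within 1 kb of a TSS, and each library left out in turn. A cut-off at a score of 2, and the peak numbers without each library, were added after the files were seen. STAT6 binding sites were not in the peak lists analysed here, and the STAT6 peak clusters in the study's supplement were not used. Accessibility at the activator and repressor STAT6-bound sites was therefore not measured. Python 3.11.15 was used for the rest.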

Results

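Chromatin accessibility was profiled by ATAC-seq in wild-type mouse BMDMs that were left untreated (control, n = 2 libraries) or stimulated with IL-4 at 20 ng/ml for 1 h (n = 2 libraries). IL-4 is a cytokine that activates the transcription factor STAT6 and drives alternative macrophage polarization. The control libraries held 45250 and 41885 peaks on chromosomes 1 to 19, X and Y, and the IL-4 libraries held 41978 and 39462 peaks, in the order of their replicate numbers. The median peak height, expressed as −log10 of the q-value, was 8.04 and 7.46 in the control libraries and 7.69 and 6.41 in the IL-4 libraries. Sequencing depth is unknown because the files give no read counts, and peak number and height both grow with depth.

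The first question was whether short IL-4 stimulation changed the size of the accessible fraction of the genome. The control libraries had on average 43567.5 ± 2379.4 peaks (SD, n = 2) and the IL-4 libraries 40720.0 ± 1779.1 (SD, n = 2), a difference of −2847.5 peaks (exact permutation p = 0.6667, with 0.3333 as the smallest p that the design allows). The number of peaks therefore did not separate the groups when the libraries were compared without pairing. Within both pairs of libraries that share a replicate number in the labels, the IL-4 library had fewer peaks (41978 against 45250 and 39462 against 41885) and a lower median height (7.69 against 8.04 and 6.41 against 7.46), a direction that 2 pairs are too few to test. The bases covered by peaks did, with 10.267 and 9.455 Mb in the control libraries and 9.265 and 7.974 Mb in the IL-4 libraries (difference −1.241 Mb, exact permutation p = 0.3333, the smallest possible), and the median peak length was likewise shorter in both IL-4 libraries (188 and 172 bp against 194 and 193 bp, exact permutation p = 0.3333). Both measures may fall with lower depth. Leaving out either control library moved the difference in peak number by the same amount, to −1165 peaks without replicate 1 and to −4530 without replicate 2.

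The overlap between libraries was compared within and between groups. The Jaccard index of bases was 0.571 for the control pair and 0.531 for the IL-4 pair, with a mean of 0.5511 ± 0.0281 (SD, n = 2 pairs). The 4 pairs of one control and one IL-4 library had a mean of 0.5273 ± 0.0245 (SD, n = 4 pairs), so that the difference of 0.0239 was smaller than the SD of the same-group pairs. Pairs that shared a replicate number had a mean index of 0.5295, against 0.5251 for pairs that shared neither group nor number. Across the 25442 regions with a peak in all 4 libraries, which are not independent replicates, log2 heights correlated with Pearson's r of 0.745 and Spearman's rho of 0.753 for the control pair, 0.718 and 0.724 for the IL-4 pair, and r from 0.683 to 0.705 between groups. With peaks above the pooled median height only, the difference in Jaccard index rose to 0.0298.

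Merging all peaks gave 60710 regions, of which 25442 (41.9%) had a peak in all 4 libraries, 8071 in 3, 9239 in 2 and 17958 (29.6%) in a single library. To ask which regions opened or closed upon IL-4 stimulation, regions found in both libraries of one group and in neither library of the other were counted. There were 1534 IL-4-only and 2630 control-only regions, in all 4164 regions specific to a group. The same count was 2672 when the libraries were split by replicate number and 2403 in the crossed split, so the group split gave the largest number of the 3 splits, the smallest share of splits that this design can reach. Group-specific regions were weak. The median height in the weaker library was 3.73 for IL-4-only and 4 for control-only regions, compared to 7.11 for regions in all 4 libraries. When a peak in a single library of the other group was tolerated, the numbers rose to 4342 and 7893 regions.

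**Figure D1:**
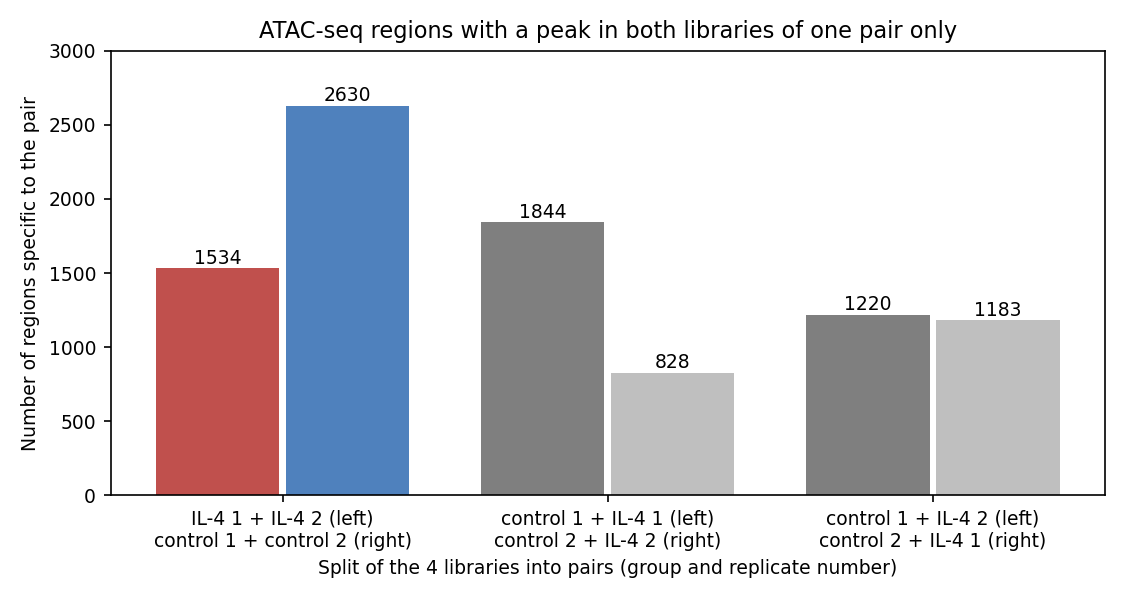
Number of regions (vertical axis) with a peak in both libraries of one pair and in neither library of the other pair, for the 3 splits of the 4 libraries (horizontal axis); one bar per pair. The IL-4 pair (1534) and the control pair (2630) together exceed both splits that mix the groups, which give 1844 and 828, and 1220 and 1183 regions.

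The IL-4-only regions with the largest height in their weaker library lay on chromosome 3 at 146642004 to 146642318 in the first exon of the non-coding gene Gm16325 (heights 16.67 and 15.34) and on chromosome 9 at 115387326 to 115387734 in an intergenic stretch 51381 bp from the nearest TSS (14.9 and 15.89). The next lay on chromosome 13 at 89257243 to 89257435 in intron 9 of Edil3, for which the nearest TSS is that of Hapln1 (20.89 and 14.77), on chromosome 16 at 11385444 to 11385748 in intron 4 of Snx29 (16.43 and 14.71), and on chromosome 18 at 88820132 to 88820454 in an intergenic stretch 73905 bp from the TSS of Socs6 (22.22 and 14.28). The heights are those of IL-4 replicates 1 and 2. The first 3 of them held the TTCNNNNGAA motif, namely TTCCTAAGAA at 146642118 to 146642127 near Gm16325, TTCTTTGGAA at 115387480 to 115387489 in the intergenic region and TTCCCCTGAA at 89257333 to 89257342 in Edil3. The Snx29 region held TTCCTGGAA, a match to the 3-base spacing, at 11385590 to 11385598. The strongest control-only regions, with heights in control replicates 1 and 2, were an intergenic region on chromosome 7 at 43538613 to 43538821 near Cd33 (12.33 and 14.43) and a region on chromosome 1 at 138275048 to 138275306 in intron 1 of Atp6v1g3 (13.23 and 11.53). They were followed by one on chromosome 9 at 75124210 to 75124611 in intron 4 of Myo5a (11.15 and 11.23), one on chromosome 9 at 45847108 to 45847366 in intron 1 of Bace1 (12.83 and 10.99) and an intergenic region on chromosome 15 at 5475428 to 5475961 (10.85 and 15.21). None of these 5 held TTCNNNNGAA. Merging peaks within 500 bp affected the Snx29 region most, since a control peak then fell into it and the margin of its weaker IL-4 height over the control height fell from 14.71 to 2.38.

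The heights of the 25442 regions present in all 4 libraries were then compared by limma. After Benjamini-Hochberg adjustment, 4 regions were higher and 2 were lower upon IL-4 stimulation, and 8.28% of all regions had an unadjusted p below 0.05. In the other 2 splits this share was 3.78% and 3.27%, and no region passed the adjusted threshold. Because the labels give both groups the replicate numbers 1 and 2, the fit was repeated with the replicate number as a block, and 11 regions were then higher and 3 lower. The pairing is taken from the labels. The difference between control replicates 1 and 2 did not follow the difference between IL-4 replicates 1 and 2 across regions (Pearson's r of 0.0068 and Spearman's rho of 0.0064), so the quantile-normalised heights gave no sign of region-specific deviations shared by libraries with the same number. This check cannot see a shift of a whole library, and before normalisation replicate 1 had the higher median height of these regions in both groups (12.52 against 11.01 in control and 11.14 against 8.86 in IL-4). The changes in replicate pair 1 and in replicate pair 2 correlated across regions with r of 0.129 and rho of 0.116. The count of higher regions was 0 without a variance trend.

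The largest increase was seen at an intergenic region at −7208 bp from the Stxbp5 TSS on chromosome 10 at 9908076 to 9908396, with a log2 height change of 2.568 (standard error 0.494, limma adjusted p = 0.03002). It was followed by a region in intron 2 of Tbc1d2b on chromosome 9 at 90244412 to 90244958 (2.223, standard error 0.454, limma adjusted p = 0.03736). Heights also rose at an intergenic region at −5029 bp from the Sptbn1 TSS on chromosome 11 at 30224616 to 30224991 (1.729, standard error 0.330, limma adjusted p = 0.03002) and an intergenic region at −214243 bp from the Tet2 TSS on chromosome 3 at 133758400 to 133758827 (1.554, standard error 0.303, limma adjusted p = 0.03002). TTCNNNNGAA matched in 3 of these 4 regions, as TTCCACAGAA at 90244770 to 90244779 in Tbc1d2b, TTCTAGGGAA at 30224789 to 30224798 near Sptbn1 and TTCTCTTGAA at 133758673 to 133758682 near Tet2. Heights decreased at a region in intron 16 of Ascc3 on chromosome 10 at 50702454 to 50702657 (−1.977, standard error 0.390, limma adjusted p = 0.03002) and at a region in intron 6 of Tcf4 on chromosome 18 at 69547808 to 69548131 (−1.454, standard error 0.290, limma adjusted p = 0.03033), and neither held TTCNNNNGAA. All 6 regions moved the same way in both replicate pairs, and in the fit with the replicate block their limma adjusted p-values ranged from 0.004042 to 0.007465. The standard error of each of these regions was larger with the block, for example 0.507 against 0.494 at Stxbp5 and 0.294 against 0.290 at Tcf4. The lower adjusted p-values thus do not come from a smaller error, and their cause was not tested. Without IL-4 replicate 2 the change at Tcf4 was −1.066, the largest shift on the log2 scale among these regions.

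**Figure D2:**
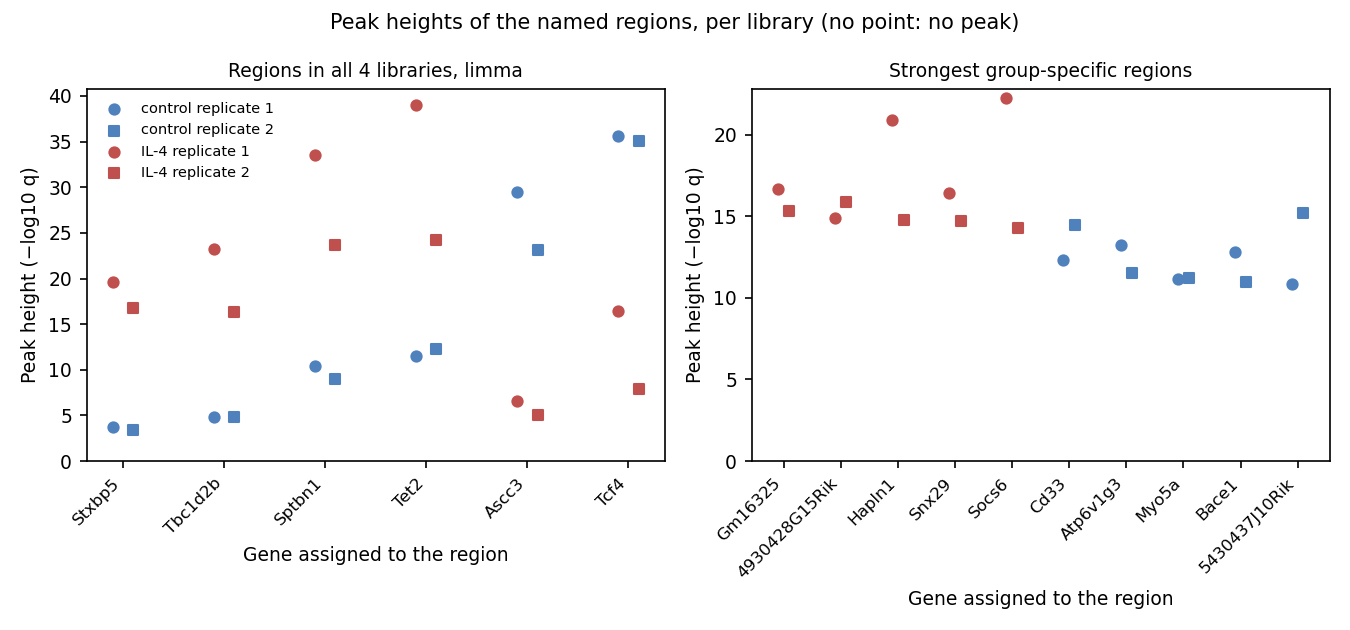
Peak height per library (vertical axes, −log10 of the q-value; circles for replicate 1, squares for replicate 2, blue for control, red for IL-4) at the 6 regions past the limma threshold (left) and at the 10 strongest group-specific regions (right); horizontal axes give the assigned gene, and a library without a peak has no point. At Stxbp5 the IL-4 heights are 19.67 and 16.73 and the control heights 3.79 and 3.46, whereas at Ascc3 the control heights are 29.44 and 23.09 and the IL-4 heights 6.62 and 5.05.

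To see where the group-specific regions are located relative to genes, their promoter annotation was compared. Promoters made up 7.76% of IL-4-only regions (119 of 1534, Wilson 95% confidence interval 6.52 to 9.20) and 8.82% of control-only regions (232 of 2630, interval 7.80 to 9.97), a difference that Fisher's exact test did not separate from none (odds ratio 0.869, 95% interval 0.690 to 1.095, p = 0.2477, adjusted p = 0.2477). The share was 31.1% in the regions present in all 4 libraries (7919 of 25442), and both group-specific sets had fewer promoters than these (odds ratio 0.186, Fisher's exact adjusted p = 1.404e-104 for IL-4-only and 0.214, adjusted p = 5.117e-154 for control-only). That contrast is mixed with peak height. Regions in one control and one IL-4 library, with the same median weaker height as IL-4-only regions (3.73), had 11.7% promoters (594 of 5075, interval 10.8 to 12.6). The group-specific sets were not tested against them. Introns accounted for 45.6% and intergenic sequence for 42.2% of IL-4-only regions. The odds ratio between IL-4-only and control-only regions had no stable direction, since it was 0.549 without IL-4 replicate 1 (Fisher's exact p = 1.62e-21) and 1.333 without control replicate 1 (Fisher's exact p = 4.68e-05).

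The study asks whether the DNA sequence distinguishes the regions that IL-4 acts on, so known motifs were counted. TTCNNNNGAA was present in 29.9% of IL-4-only regions (458 of 1534, interval 27.6 to 32.2), in 2.28% of control-only regions (60 of 2630, interval 1.78 to 2.93) and in 5.22% of regions in all 4 libraries (1328 of 25442, interval 4.95 to 5.50). The odds ratio was 18.2 for IL-4-only against control-only regions (95% interval 13.8 to 24.1, Fisher's exact adjusted p = 7.42e-150 over 15 tests) and 7.73 against regions in all 4 libraries (6.84 to 8.74, adjusted p = 8.48e-186, Fisher's exact test). Control-only regions had a lower share than regions in all 4 libraries (odds ratio 0.424, Fisher's exact adjusted p = 1.4e-12). TTCNNNGAA was found in 12.5% of IL-4-only and 4.07% of control-only regions (odds ratio 3.35, 95% interval 2.62 to 4.29, Fisher's exact adjusted p = 2.44e-22). The AP-1 motif showed the opposite direction, with 16.0% of IL-4-only and 22.7% of control-only regions (odds ratio 0.649, 95% interval 0.551 to 0.765, Fisher's exact adjusted p = 3.41e-07). No difference was detected for the PU.1 motif (9.32% and 9.28%, Fisher's exact adjusted p = 0.956) or the NF-kB motif (4.17% and 4.64%, Fisher's exact adjusted p = 0.667). When IL-4 replicate 1 was left out, which lets regions of a single IL-4 library in, the odds ratio of TTCNNNNGAA declined to 7.15.

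**Figure D3:**
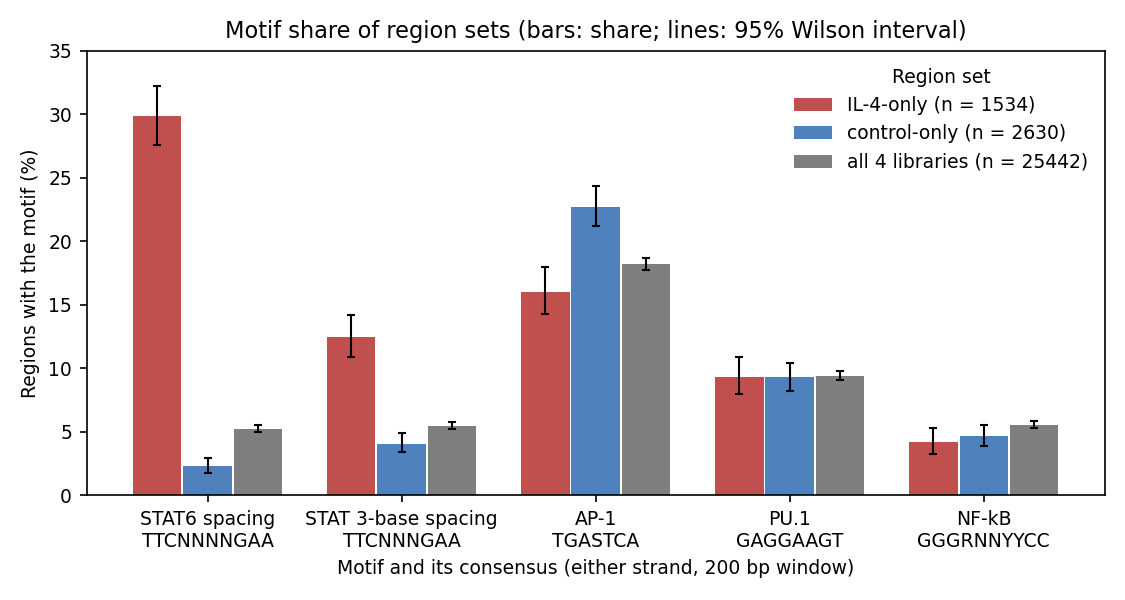
Share of regions with each motif in percent (vertical axis) for the 5 motifs (horizontal axis) in IL-4-only (red), control-only (blue) and all-library regions (grey); lines are Wilson 95% confidence intervals. TTCNNNNGAA reaches 29.9% in IL-4-only regions and stays at 2.28% and 5.22% in the other sets, and the PU.1 bars are level.

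Next, height changes were compared between genes that the study describes as activated (Klf4, Hbegf and Edn1) and repressed (Abca1, Clec4d, Fos, Tlr2, Cd14, Nlrp3, Lyz1, Lyz2, Smad3 and Il1b) by IL-4, which addresses whether accessibility follows the direction of regulation. The 26 regions of activated genes changed by 0.147 ± 0.609 on the log2 scale (mean ± SD over regions) and the 41 regions of repressed genes by −0.1998 ± 0.519, a difference of 0.346 (permutation test over regions, p = 0.01466). Regions were assigned to the nearest TSS without a limit on distance. Klf4 alone gave 19 of the 26 activated regions, the farthest at −581635 bp from its TSS. No region of a repressed gene lay farther than 59386 bp. The difference therefore rests largely on the surroundings of a single gene. The pairing from the labels allowed the change to be computed within each replicate pair, where the difference was 0.468 in pair 1 (permutation p = 0.00958) and 0.226 in pair 2 (permutation p = 0.2392), so pair 2 on its own did not separate the sets. The lowest value was obtained without IL-4 replicate 2, with a difference of 0.210.

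Single genes did not all follow their set. The mean change was 0.147 over 19 regions at Klf4 and 0.343 over 6 regions at Edn1, but −1.046 at the one region of Hbegf. Among the repressed genes, Smad3 (−0.465 over 7 regions), Tlr2 (−0.359 over 5), Abca1 (−0.306 over 8), Nlrp3 (−0.239 over 3), Lyz1 (−0.163 over 3), Lyz2 (−0.114 over 2) and Fos (−0.059 over 7) had lower means after IL-4, while Clec4d (0.095 over 3), Cd14 (0.281 over 2) and Il1b (0.302 at 1 region) had higher ones. No region of these genes passed the limma threshold, and the lowest limma adjusted p was 0.1457, at a region −279350 bp from the Klf4 TSS. Lyz1 and Lyz2 are near-identical neighbours on chromosome 10, at 117287797 to 117292868 and 117277331 to 117282321, so their heights are uncertain where reads could map to both. The mean at Lyz1 moved most of all genes, to 0.574 with peaks above the pooled median height.

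**Figure D4:**
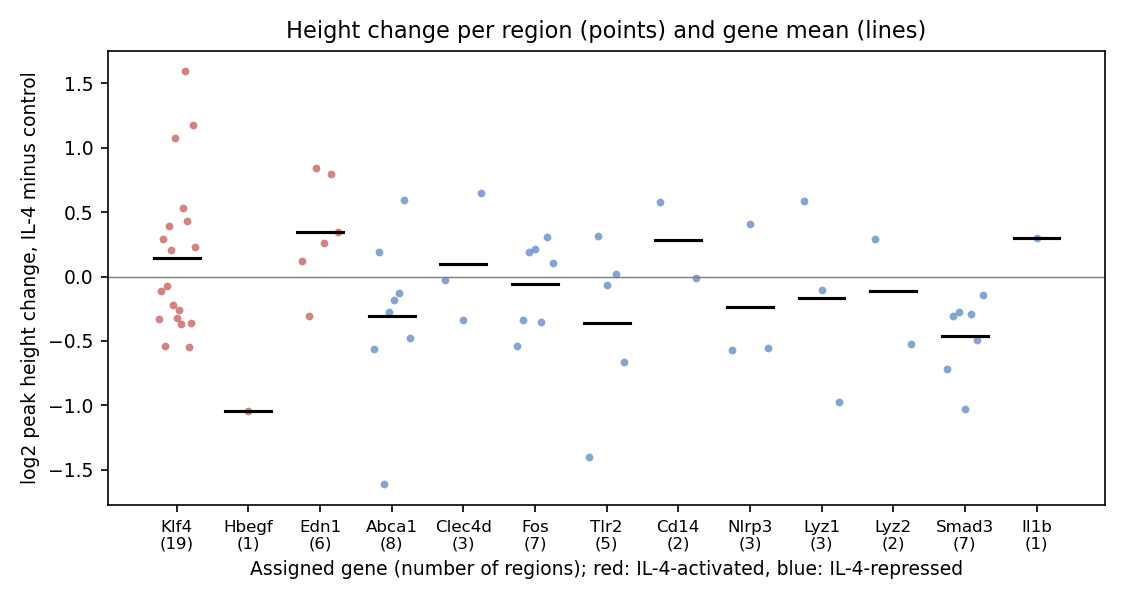
log2 peak height change after IL-4 (vertical axis) of each region (points) assigned to the activated (red) and repressed (blue) genes (horizontal axis, number of regions in brackets), with the mean of each gene as a line. Klf4 has a mean of 0.147 and Edn1 of 0.343, Hbegf lies at −1.046, and 7 of the 10 repressed genes have means below 0.

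Peaks were also looked up within 1 kb of 3 enhancers that the study names by gene and distance. At the Il1b enhancer the study measured RNA polymerase II, binding of the NF-kB protein p65 and enhancer RNA. Those measurements followed a much longer IL-4 treatment, with or without lipopolysaccharide. The peaks here come from 1 h of IL-4 alone and are therefore no test of the repression it reported there. About 9.7 kb upstream of Il1b, an intergenic region on chromosome 2 at 129380311 to 129380474 was present in both IL-4 libraries (heights 5.34 and 3.73) and in no control library, and a second region at 129380891 to 129381016 had a peak in control replicate 2 (2.66) and IL-4 replicate 1 (2.86). At the Fcgr1 enhancer 7.7 kb upstream, a region on chromosome 3 at 96300684 to 96301195 was present in all 4 libraries with a log2 change of 0.374 (standard error 0.419, limma adjusted p = 0.8756), which was 1.05 in pair 1 and −0.302 in pair 2. No peak lay within 1 kb of the position 25 kb downstream of the Il18 TSS.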

Values the study reported

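The study reported 20,119 STAT6-bound genomic regions in IL-4-stimulated BMDMs, of which 60.5% overlapped regions bound by RNAPII-pS5. Of the 1,614 genes it found to be regulated by IL-4, 39% were repressed. The study placed about 10% of STAT6 binding sites in promoter-proximal regions.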

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

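The mitochondrial peaks lie outside the comparisons of the report. In these, IL-4 replicate 2 had a peak with a height of 12.82 (−log10 of the q-value) on the mitochondrial genome at 13516 to 16250, above the highest mitochondrial peaks of the control libraries (6.97 and 6.75). The other IL-4 library had a highest value of 5.94, below both controls, so the signal is that of a single library and does not separate the groups. One technical explanation is a deeper library. If depth were the cause, the same library would also have the highest peaks on the nuclear chromosomes, but its median height over the regions shared by all 4 libraries was 8.86, the lowest of the 4 (the others had 12.52, 11.01 and 11.14). This prediction was written after the result had been seen. A larger share of mitochondrial reads in this library may account for both values, but the files hold no reads and this was not tested. A biological explanation was not tested, since the replicates of the group disagree.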

How the results depend on the processing

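The alternatives were chosen before the processed files arrived, except the cut-off at a score of 2 and the peak numbers without each library. The direction of the difference in peak number was unchanged under all 6 alternatives run for it. Same-group pairs kept the higher mean Jaccard index under all 4 alternatives run for that index. The enrichment of TTCNNNNGAA in IL-4-only regions kept its direction under its 9 alternatives (odds ratios from 7.15 to 24.38). It was past the threshold in each alternative that used all 4 libraries, and the odds ratio stayed from 7.15 to 8.91 when one library was left out. The difference in Jaccard index reached 0.02977 with the stricter threshold, larger than the SD of 0.02806 of the full lists. With 50% reciprocal overlap the difference was 0.02818, also above that SD. It stayed below with equal list sizes (0.02395) and with the cut-off at a score of 2 (0.02413). The place of the difference within that SD is therefore not fixed.

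The counts of group-specific regions depend on the definition of absence. Above the pooled median height, 585 IL-4-only and 1809 control-only regions were found. With absence required in one library only, there were 4342 IL-4-only and 7893 control-only regions. Leaving out one library in turn gave from 2634 to 5820 IL-4-only and from 4389 to 8527 control-only regions. Without a library of its own group, a set is defined by a single library and takes in peaks that were not seen again. Without a library of the other group, absence is required in a single library only. The promoter odds ratio ranged from 0.5486 to 1.333 across these 4 fits and was 1.073 with lists of equal size. Its direction is thus not fixed, and list sizes, which change the share of weak peaks, may explain this.

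The limma counts rest on few regions near the threshold. The number of higher regions was 8 with equal list sizes, 2 with the stricter threshold, 11 with the replicate block, and 0 with no normalisation, with eBayes without trend and for regions in at least 2 libraries. It went from 0 to 14 across the fits that each left out one replicate. The number of lower regions was 1 with the stricter threshold, 0 with eBayes without trend and 0 for regions in at least 2 libraries. With no normalisation it was 3, beside 0 higher regions, so the balance of directions depends on the normalisation. Without a trend each variance is shrunk towards one common value, and no region passed in that fit. The cause of this loss was not tested, and the main fit had 2 residual degrees of freedom as well.

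The difference between activated and repressed genes was 0.2255 for the smaller change of the 2 replicate pairs and 0.3424 with the stricter threshold, neither of them past the threshold (permutation p of 0.239 and 0.0539). Across the fits that left out one replicate it ranged from 0.2102 to 0.4216, and 3 of these 4 fits were not past the threshold either (permutation p of 0.0736, 0.11 and 0.197). Means of single genes changed sign as follows. With no normalisation Klf4 was at −0.07615 and Clec4d at −0.1271. With the stricter threshold Clec4d was at −0.0319, Cd14 at −0.04698, Lyz1 at 0.5737 and Lyz2 at 0.2563. With equal list sizes Fos was at 0.04631. In the replicate pair with the smaller change Clec4d was at −0.296, Fos at 0.01642, Cd14 at −0.1617, Lyz1 at 0.4716 and Lyz2 at 0.008574. Leaving out one replicate gave ranges of −0.149 to 0.3219 for Clec4d, −0.09699 to 0.05499 for Fos, −0.1282 to 0.6663 for Cd14, −0.4894 to 0.1482 for Nlrp3, −0.8431 to 0.3925 for Lyz1 and −0.08535 to 0.6882 for Il1b. The signs of these genes are not established. Of the other rows for single genes and regions, 39 moved and 34 were weaker. The 34 weaker rows are those of the 6 regions past the limma threshold, none of which stayed past it under every alternative. The unknown depth limits every height comparison, since a library with fewer reads gives lower heights at the same accessibility.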

Other observations

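The enrichment of TTCNNNNGAA in IL-4-only regions was tested against 4 technical explanations, and the predictions for the first 3 were written before any motif share was seen. The prediction on the other splits was written once the shares of the real split were known, before those of the other splits were. With GC content in a logistic model the odds ratio against control-only regions was 17.8 (95% interval 13.5 to 23.6). GC content therefore did not account for that contrast, in which both sets had a similar mean GC (49.2% and 50.2%). The contrast with regions in all 4 libraries, with a mean GC of 55.1%, was not adjusted. The 3-base spacing had an odds ratio of 3.35, well below the interval of the 4-base spacing, so the difference is not shared equally by every spacing of TTC and GAA. Regions found in one control and one IL-4 library, which are as weak as the IL-4-only regions (median height 3.73 in both), held the motif in 4.79% of cases. In the other splits the shares of the pair-specific sets were 4.99% and 3.87%, and 5.33% and 4.57%, and 1 of the 3 splits, the real one, gave a ratio as large as the observed 13.1, against 1.29 and 1.17 in the other 2. With 3 splits the real one can at best be 1 of 3, so this count cannot rule out a chance division of the libraries whatever the ratios are. A candidate explanation is that STAT6 opens or widens these regions within 1 h of IL-4, but by the number of splits alone the pattern cannot be told apart from a chance difference between the pairs of libraries, and STAT6 binding was not measured in the files analysed here.

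The same motif was then examined in regions that were accessible in all 4 libraries, with predictions made before its result but after the motif shares were known. The 1328 regions with TTCNNNNGAA rose by 0.302 ± 0.586 (mean ± SD over regions) on the log2 scale and the 24114 regions without it changed by −0.017, a difference of 0.32 (permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 1.7e-05 over 5 motifs by the same permutation test). The difference was 0.318 in replicate pair 1 and 0.319 in pair 2, and 69.2% of regions with the motif were higher after IL-4, against 48.9% of those without. For the 3-base spacing the difference was 0.112. With GC content and mean height in a linear model it was 0.338 (95% interval 0.310 to 0.366), so base composition did not remove it. Regions with the AP-1 motif changed the other way by a smaller amount (−0.103, permutation adjusted p = 1.7e-05). Only 6 of 25442 regions passed the limma threshold, and those at Tbc1d2b, Sptbn1 and Tet2 held the motif. The shift may thus be spread over many regions and too small to be seen at most of them with 2 libraries per group. This is a hypothesis, since regions are not independent, depth is unknown and the height shift was not computed for the other splits of the libraries.

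Control-only regions outnumbered IL-4-only regions, 2630 to 1534, which could be read as a loss of accessibility. With lists cut to the same size, there were 2008 control-only and 1800 IL-4-only regions, a ratio of 1.12. The control lists were longer on average and may therefore account for part of the imbalance. Above the pooled median height the imbalance was larger, with 1809 control-only and 585 IL-4-only regions, so weak extra peaks alone do not explain it, although the lists also differed in size under that cut (24384 and 21236 control and 21782 and 16819 IL-4 peaks). The prediction was written after the counts had been seen. The sum of group-specific regions was as large as the real 4164 in 1 of the 3 splits, the real one, and 3 splits cannot give a share small enough to exclude chance.

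Chromosome Y had 41 and 37 peaks in the control libraries and 64 and 60 in the IL-4 libraries. The IL-4 libraries had more although their lists were shorter on average (exact permutation p = 0.3333, the smallest possible). Both predictions for this pattern were written after the counts had been seen. Peaks whose central 51 bases occur once on the chromosome numbered 14 and 7 in the control and 13 and 16 in the IL-4 libraries, a difference of 4 that is below the larger SD of 4.95, and peaks with a repeated centre numbered 27 and 30 against 51 and 44. Reads shared between repeated copies on chromosome Y may therefore be the source of the surplus. Cells from donors of different sex were examined as a further explanation. The promoters of Eif2s3y, Uty and Ddx3y had peaks in all 4 libraries. Their mean log2 change was 0.49 and did not separate the groups in each library. Kdm5d goes the other way, with a peak in IL-4 replicate 1 only (height 4.11). A missing Y chromosome in the control cells was not seen, because Eif2s3y, Uty and Ddx3y had peaks in both control libraries (heights from 4.78 to 19.14). These peaks argue against control cells that all lacked a Y chromosome. A lack in only some of the cells was not tested. No biological explanation was tested.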
